A study of Mus musculus with 4 samples. Its data were reported in "Molecular Mechanism for Stress-Induced Depression Assessed by Sequencing miRNA and mRNA in Medial Prefrontal Cortex" (2016).

How the data were processed

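Messenger RNA was sequenced from the medial prefrontal cortex (mPFC), a frontal area of the neocortex, of C57BL/6 mice, a common inbred laboratory strain. The mice of the CUMS group (2 libraries) had been exposed to chronic unpredictable mild stress (CUMS). This schedule of changing mild stressors brings some mice into a depression-like state, and the mice used had shown that state in behavior tests. The mice of the control group (2 libraries) were not stressed. Groups were taken from the sample labels, and the study does not state whether each library came from a single mouse.

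The methods of the study state that poly(A) RNA was sequenced as paired reads on an Illumina HiSeq instrument, trimmed with SolexaQA, and aligned to the mouse genome build mm10 with TopHat and Bowtie. Uniquely aligned reads were counted per gene. The gene annotation and the use of strand were not stated, so overlapping genes and near-identical gene copies could have been given each other's reads, or could have lost reads that matched several copies.

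The deposited values were RPKM (reads per kilobase of gene, scaled to the number of reads of the library), and the authors had averaged them over the libraries of each group before deposit. The table therefore held 1 control mean and 1 CUMS mean per gene and no value for a single mouse. The authors also deposited the log2 ratio of the CUMS mean over the control mean. In every gene this ratio equalled the log2 of the ratio of the 2 means to within 0.0001. The third deposited measurement was a score, the NOISeq probability. NOISeq is a method that compares the change and the absolute difference of a gene between groups with the same quantities between replicates within groups. Its probability is the share of that noise which a gene exceeds and is not a p-value. The gene length that the authors used for RPKM was deposited as well, and 2586 lengths were not whole numbers. No mean was under 0.01, and 590 control means and 619 CUMS means were listed at exactly 0.01. This value stood in for 0, so that a ratio against it was not read as the size of a change.

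The table gave no read numbers. The number of reads behind the values was estimated from the low values, because 1 fragment in 1 of the 2 libraries of a group adds a fixed step to the product of group mean and gene length. Genes shorter than 1000 bases with a product under 350 were used (405 control and 391 CUMS values), and the step with the best fit between 20 and 200 was taken. Products lay within 0.15 of a whole number of steps in 83.5% of control and 85.7% of CUMS values, against 32.8% and 39.1% once the gene lengths had been shuffled. The steps of 66.35 and 65.8 RPKM x bases correspond to 7535795 fragments per control library and 7598784 per CUMS library, if the libraries of a group had equal depth. These fragment numbers are estimates of what entered the RPKM values. They are lower than the read numbers that the study gives. The reads were paired, so that reads outnumber fragments, and only uniquely aligned reads were counted. This accounts for a part of the difference, and the rest was not resolved. A larger depth would narrow the intervals and lower the floors. The estimates were used for exact Clopper-Pearson 95% intervals of the log2 ratio and for a floor of 3 fragments. A fold against a group at or under the floor was computed against the floor. Such a fold is not a bound, because counting error can place the true fold under it. PCR duplicates could not be removed, and the intervals and floors cover counting error only. They say nothing of the differences between mice.

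A gene was called changed when its deposited probability was at least 0.8 and its fold change exceeded 1.5, which are the thresholds of the study. The share of genes with a lower mean in CUMS was computed over genes with unequal means, with its Wilson 95% interval. For 16 gene lists the median log2 ratio was set against the medians of 10000 random lists of the same size matched in 20 bins of mean expression, among genes with a mean of at least 0.5 RPKM in either group. A list stood apart when its percentile was under 2.5 or over 97.5. This percentile is a description of these libraries. The 16 lists, the thresholds, most alternatives and the rule for naming genes were fixed before the data were examined but after the paper had been read. Some lists therefore contain genes that the study lists as changed, and each list was also computed without them. A further 6 lists were added later, before their values had been examined.

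Named were the 5 highest and the 5 lowest fold changes among called genes, the 5 genes measured again by quantitative PCR in the study, the genes its text names as lowered, and members of the lists. Coordinates are gene spans on GRCm38 (mm10) from the RefSeq table of GRCm38.p6, matched by gene identifier for 17731 of 17778 genes. GC content was taken from the longest GENCODE M21 transcript and was found for 99.0% of genes.

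Several planned tests were not run. limma, edgeR and a NOISeq probability computed anew need a value for each library. So do leaving out single libraries and a replicate block. Enrichment of KEGG pathways was replaced, because the table gave KEGG orthology numbers and no pathways. In its place, each GO biological process given in the table with at least 5 background genes was tested with a one-sided hypergeometric test and Benjamini-Hochberg adjustment over all such terms. This choice was made after the table had been seen. A first form of the test adjusted only over terms with at least 2 called genes. It was discarded because it found terms in too many random gene lists in the simulation. With 2 libraries against 2, only 3 splits exist and the smallest two-sided permutation p is 0.333. Even values per library would therefore not have allowed a permutation test at 0.05.

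Scripts were tested on simulated data. The step method recovered 7077141 fragments per library where 7000000 had been simulated. Lists with planted changes stood apart in 100% of draws, and 5.5% of random lists did. The final enrichment test found 100% of planted terms, and 1.0% of random gene lists gave any term. The planted changes were larger than most shifts of the real lists, and the planted terms held more called genes than the real terms. Sensitivity to smaller shifts, shorter lists or fewer called genes was not tested. Alternatives to the fold and probability thresholds, the expression minimum, the scaling, the pseudocount, the list members, a correction for GC content and gene length, values raised to the floor and the enrichment background were computed. Calculations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.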

Results

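mRNA expression was compared between the mPFC of CUMS-induced depression-like mice (2 libraries) and control mice (2 libraries). The values were 1 mean RPKM per gene and group for 17778 genes. The estimated depth was 7535795 fragments per control library and 7598784 per CUMS library, a ratio of 0.992. The median of the group means was 5.53 RPKM in control and 5.34 RPKM in CUMS. The table gives no value for a single mouse, so that no difference below has a replicate check in the sequencing data, and none could be set against the spread between mice. The intervals below describe counting error alone.

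The first comparison asked how many genes were higher or lower in depression-like mice. Of 17778 genes, 8165 had a higher mean in CUMS, 9371 had a lower mean and 242 had equal means. The table itself gave a direction for 29 of the genes with equal means, and listed 8181 genes as up and 9384 as down. The share of lower genes was 53.4% of genes with unequal means (Wilson 95% interval 52.7 to 54.2). The interval treats genes as independent, which they are not. The share moved most, to 50.8%, when CUMS was rescaled to a median log2 ratio of 0, which by itself draws the share towards 50%, and rescaling to an equal total over genes of 5 RPKM or more moved it the other way, to 54.7%. The median log2 ratio of genes with at least 0.5 RPKM in either group was -0.015, and among 9397 genes of at least 5 RPKM the median absolute log2 ratio was 0.10. The methods of the study describe a removal of genes with low RPKM. The table nevertheless held 3521 genes with both means under 0.5 RPKM, and 14257 genes reached this value in at least 1 group.

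The second comparison asked which genes differed between the groups. A fold change above 1.5 was seen in 3387 genes, in 1026 of those with at least 0.5 RPKM and in 150 of those with at least 5 RPKM in either group. With the probability of at least 0.8 in addition, 54 genes were called, of which 12 were higher and 42 were lower in CUMS (77.8% lower). The number moved most with the probability threshold. At a probability of at least 0.7 it was 140 and at a probability of at least 0.9 it was 3. The highest probability in the authors' deposited table was 0.917, and 0 genes reached 0.95. The fold threshold removed no gene, since the same 54 genes passed the probability alone. Called genes were well expressed. The median of their larger group mean was 20.75 RPKM and the lowest was 2.51 RPKM, whereas genes with a fold above 1.5 that were not called had a median of 0.19 RPKM. Across genes, the Spearman correlation of the probability with the absolute log2 ratio was 0.998 in the 200 most highly expressed genes and 0.575 in 4681 genes with a mean under 1 RPKM. Genes are not independent replicates in this correlation.

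**Figure D1:**
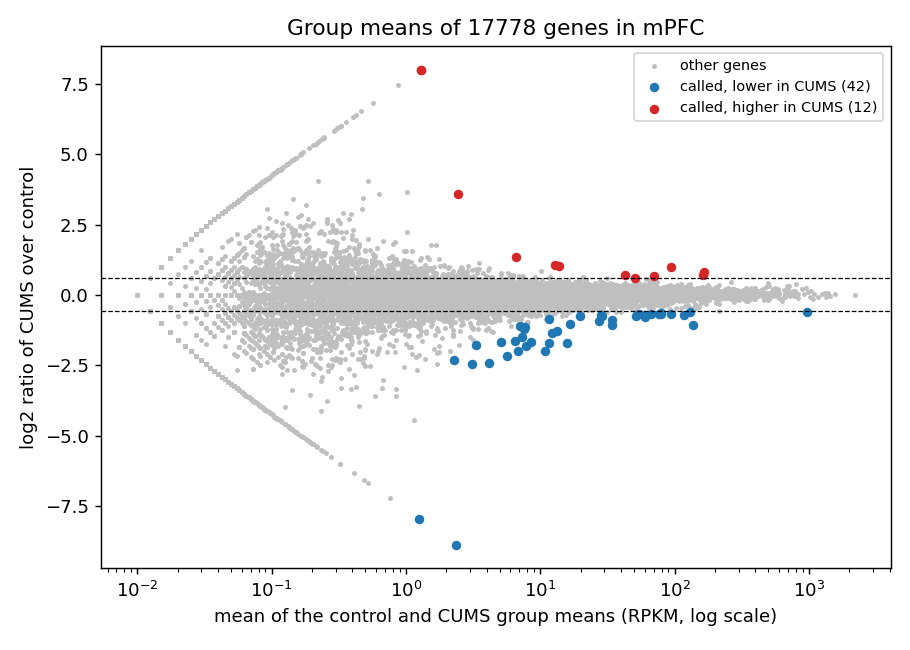
Log2 ratio of CUMS over control (vertical axis) against the mean of the 2 group means (horizontal axis, RPKM on a log scale) for 17778 genes, with 42 called genes that were lower in CUMS in blue, 12 that were higher in red and dashed lines at a fold of 1.5. Ratios spread widely at low expression, and the outer diagonal lines are genes with a group listed at 0.01.

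**Figure D2:**
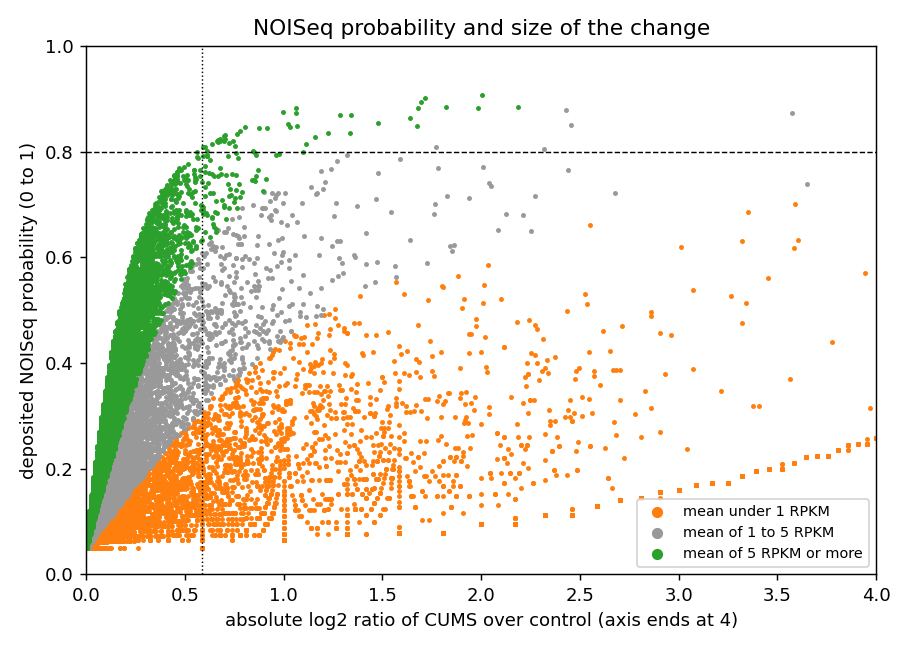
Deposited NOISeq probability (vertical axis, 0 to 1) against the absolute log2 ratio (horizontal axis, shown up to 4) for each gene, colored by the mean of the 2 group means. The dashed line at 0.8 is crossed by genes with a mean of at least 1 RPKM, and no gene to the left of the dotted line (fold of 1.5) lies above it.

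Among the 54 called genes, 4 were listed at 0.01 in 1 of the groups (2 higher and 2 lower in CUMS). The remaining 50 genes, 10 higher and 40 lower, were the same genes as those that the study lists with their fold and probability. The estimated fragments behind a called gene, summed over all 4 libraries, ranged from 15 upward with a median of 1228, and the counting interval excluded equal expression in 54 of 54 genes.

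The 5 called genes with the lowest ratio were Cers1, S100a5, Tmem254c, Igsf1 and Magel2. Cers1 (gene 93898, chromosome 8, 70315775 to 70331588) was 4.685 RPKM in control (194 fragments over both libraries) and was listed at 0.01 in CUMS. Cers1 was 64.7-fold lower against the floor, with an upper limit of -5.715 for the log2 ratio in its counting interval. It shares its span with Gdf1 (gene 14559, chromosome 8, 70315775 to 70331592), which was 56.3 RPKM in control and 64.2 RPKM in CUMS, so that the value of Cers1 is uncertain. S100a5 (gene 20199, chromosome 3, 90606480 to 90611784) was 2.505 RPKM in control (16 fragments) and was listed at 0.01 in CUMS. S100a5 was 5.33-fold lower against the floor, with an upper limit of -1.96 for the log2 ratio in its counting interval. Tmem254c (gene 100039192, chromosome 14, 26063751 to 26067425) fell from 5.26 to 0.96 RPKM, a log2 ratio of -2.45 (counting interval -3.21 to -1.79). Igsf1 (gene 209268, chromosome X, 49782536 to 49797907) fell from 7.055 to 1.31 RPKM, a log2 ratio of -2.43 (-2.85 to -2.04). Magel2 (gene 27385, chromosome 7, 62376979 to 62381640) fell from 3.79 to 0.76 RPKM, a log2 ratio of -2.32 (-2.76 to -1.89).

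The 5 called genes with the highest ratio were Gm20878, Gm21586, S100a8, Tmem254b and Gm129. Gm20878 (gene 100041579, chromosome 4, 41941634 to 41942633) and Gm21586 (gene 100862247, chromosome 4, 42438686 to 42448653) had identical values, listed at 0.01 in control and 2.575 RPKM in CUMS. Each rested on 15 fragments and was 5-fold higher in CUMS against the floor, with a counting interval of the log2 ratio from 1.83 upward. Both belong to a family of near-identical copies and are uncertain. S100a8 (gene 20201, chromosome 3, 90669071 to 90670034) was 0.375 RPKM in control, which is 2 fragments, and 4.47 RPKM in CUMS. S100a8 was 9-fold higher against the floor, with a counting interval of the log2 ratio from 1.75 to 6.86. Tmem254b (gene 100039257, chromosome 14, 26203366 to 26207025) rose from 3.74 to 9.44 RPKM, a log2 ratio of 1.34 (0.96 to 1.72). It is a near copy of Tmem254c, which fell, and both are uncertain. Gm129 (now Ciart, gene 229599, chromosome 3, 95878500 to 95882257) rose from 8.29 to 17.385 RPKM, a log2 ratio of 1.07 (0.81 to 1.34).

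A few genes were measured again by quantitative PCR in the study. In the sequencing data Slc6a11 (gene 243616, chromosome 6, 114131241 to 114249886), the gene of the GABA transporter GAT-3, fell from 97.575 to 61.69 RPKM, a log2 ratio of -0.66 (-0.72 to -0.60). Gad1 (gene 14415, chromosome 2, 70561303 to 70602014), which makes the transmitter GABA, fell from 158 to 104 RPKM, a log2 ratio of -0.60 (-0.65 to -0.55). The myelin gene Mbp (gene 17196, chromosome 18, 82475091 to 82585637) fell from 1167 to 774 RPKM, and its log2 ratio of -0.59 (-0.62 to -0.57) was the smallest absolute ratio among called genes. Nr1d1 (gene 217166, chromosome 11, 98767932 to 98775377), a gene of the circadian clock, rose from 54.85 to 86.95 RPKM, a log2 ratio of 0.66 (0.59 to 0.74). The globin gene Hbb-b1 (gene 15129) rose from 32.64 to 52.955 RPKM, a log2 ratio of 0.70 (0.49 to 0.91). GENCODE M21 has no gene of this name on the chromosomes of the reference strain and has the similar genes Hbb-bs (chromosome 7, 103826534 to 103828096) and Hbb-bt (chromosome 7, 103812524 to 103813996), so that the reads of Hbb-b1 are uncertain. In the authors' deposited table the probabilities of these 5 genes were 0.82, 0.808, 0.808, 0.819 and 0.819, in the order given, close to the threshold.

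The other genes that the text of the study names as lowered were all called. Their log2 ratios ranged from -2.00 for Prkcd (gene 18753, chromosome 14, 30595353 to 30626414) to -0.67 for Hap1 (gene 15114, chromosome 11, 100347327 to 100356982), apart from Magel2. The GABA genes Gad2 (gene 14417, chromosome 2, 22621015 to 22693877) and Slc32a1 (gene 22348, chromosome 2, 158607260 to 158615747) fell by 0.88 and 0.78 on the log2 scale. Th (gene 21823, chromosome 7, 142892779 to 142899995), which makes the precursor of dopamine, fell from 7.78 to 2.44 RPKM (206 and 65 fragments). The activity-dependent genes Arc (gene 11838, chromosome 15, 74669081 to 74672570) and Fos (gene 14281, chromosome 12, 85473890 to 85477274) had log2 ratios of -1.06 and -1.06. With a fold threshold of 2 in place of 1.5, 30 genes were called, and Gad1, Gad2, Slc32a1, Slc6a11, Mbp, Nr1d1 and Hbb-b1 were not among them.

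The third comparison asked which processes the called genes share. Of the 54 genes, 44 had a GO process and were set against 10193 background genes over 1247 terms, of which 4 had an adjusted p under 0.05 (hypergeometric test, Benjamini-Hochberg) and 60 had an unadjusted p under 0.05. These p-values describe the gene list and not the mice. Gas transport held 5 called of 11 background genes (adjusted p 6.7e-07), of which 4 were globin genes and 1 was Ngb, which fell (log2 ratio -1.16). Response to reactive oxygen species held 6 of 55 genes (adjusted p 7.0e-05). Of these, Hba-a1 and Hba-a2 rose, and Cryab, Dusp1, Fos and Prkcd fell. Among the called genes that fell, this term held 4 of 55 genes (adjusted p 0.022). Neurotransmitter metabolic process held 3 of 15 genes (adjusted p 0.014), which were Gad1, Gad2 and Th. Hydrogen peroxide metabolic process held 3 of 20 genes (adjusted p 0.025), again with Hba-a1 and Hba-a2, and with Gpx3, which fell (log2 ratio -0.84). Hba-a1 and Hba-a2 are similar copies, as are the beta globin genes, so that the division of reads between them is uncertain. Each of the 4 globin genes rose, and so did their summed fragments (log2 ratio 0.81), which an exchange of reads among them would leave unchanged. With a fold threshold of 2, 0 terms had an adjusted p under 0.05 and 63 had an unadjusted p under 0.05.

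The fourth comparison asked whether gene lists moved together. Of the 16 lists, 8 lay under the 2.5th percentile of matched random lists, 3 lay over the upper limit and 5 lay inside. Of 16 independent random lists, 0.8 would lie outside. This is not a test of chance here. The lists were written after the paper had been read, and some hold genes that it lists as changed. Without those genes, only the astrocyte list moved inside. Genes of GABAergic neurons had a median log2 ratio of -0.63, with 6 of 6 genes lower and a percentile of 0. Without the genes that the study lists, 2 genes were left with a median of -0.28 and a percentile of 1.67. The median of cortical interneuron genes was 0.03 over 12 genes (percentile 75.1), with 7 genes higher and 5 lower. In this list Pvalb, Sst and Vip had log2 ratios of 0.19, 0.05 and 0.51. Lhx6, Adarb2 and Kcnc1 had log2 ratios of -0.43, -0.34 and -0.15, with counting intervals under 0. The intervals of Vip, Cck (0.42) and Npy (0.27) lay above 0. Myelin genes had a median of -0.46, with 14 of 15 genes lower, and -0.43 over the 12 genes not listed by the study. Immediate early genes, which neurons switch on when active, had a median of -0.64 with 16 of 17 lower, and -0.46 over 12 genes not listed. All 4 of these medians for myelin and immediate early genes had a percentile of 0.

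Lists of other brain regions were computed because an mPFC dissection can take in tissue from outside the mPFC. Not all of these regions border on it. Septum and hypothalamus genes had a median log2 ratio of -1.31 with 22 of 22 genes lower, and -0.98 over the 11 genes that the study does not list. Olfactory bulb genes had a median of -1.05 with 11 of 12 genes lower, and -1.05 over 8 genes not listed. Striatum genes had a median of -0.30 with 14 of 14 genes lower, and none of them was listed by the study. The percentile was 0 in each case. Choroid plexus genes had a median of -1.37 over 5 genes of low expression (percentile 0.095). Of the 3 members under the expression minimum, Kcnj13 (0 and 9 fragments) and Folr1 (5 and 6 fragments) were higher in CUMS. The third, Ttr, was near absent in both groups (1 and 0 fragments). Over all 8 members the median was -1.30 with 6 genes lower. Excitatory neuron genes of the neocortex were higher in 12 of 14 genes, with a median of 0.31 and a percentile of 100.

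Astrocyte genes had a median of -0.17 (percentile 0.040), which was inside the central range, at -0.03 and a percentile of 28.0, over the 7 genes not listed by the study. Red blood cell genes had a median of 0.75 with 7 of 8 genes higher, and a percentile of 100. Neutrophil genes were higher in 4 of 4 genes, all with control values under the floor of 3 fragments. With values under the floor raised to it, their median was 2.38 (percentile 100), and the median of the listed values was 3.85. Lists inside the central 95% were vascular and meningeal genes (-0.09, percentile 11.3), glucocorticoid targets (-0.02, percentile 47.9), clock genes listed as peaking with Nr1d1 (0.05, percentile 81.3) and clock genes listed for the opposite phase (-0.11, percentile 16.8), beside cortical interneuron genes.

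**Figure D3:**
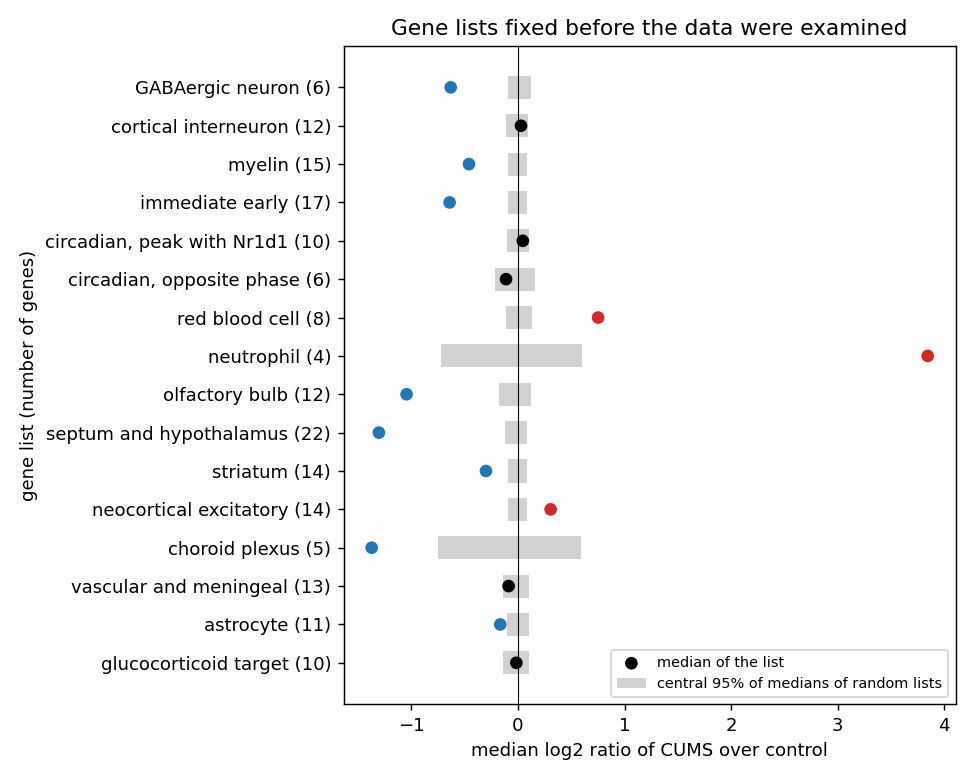
Median log2 ratio of CUMS over control (horizontal axis) of the 16 gene lists (vertical axis, number of genes in brackets), as points, with grey bars for the central 95% of medians of 10000 matched random lists. Blue points (8 lists) lie below and red points (3 lists) above their bar, from -1.37 for choroid plexus genes to 3.85 for neutrophil genes, whose control values were under the floor of 3 fragments.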

Values the study reported

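The study reported that 17,778 mRNAs were left for differential expression analysis after genes with RPKM<0.5 had been taken out. It reported 8181 upregulated and 9381 downregulated mRNAs among them. With a change above 1.5 fold and a probability of at least 0.8, it reported 40 mRNAs as downregulated and 10 as upregulated in CUMS-induced depression mice. From 45123294 to 45175652 raw reads were reported for the mRNA libraries. In qRT-PCR on control (n = 8) and depression-like mice (n = 8), Hbb-b1 and Nr1d1 were reported as raised and Gad1, Mbp and Slc6a11 as lowered (p<0.01).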

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

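The GO process test with its alternatives, the exclusion of genes listed at 0.01, the share after rescaling to a median of 0, the lists over members of any value or with values raised to 3 fragments, and the correction for GC content and gene length were chosen only after seeing the data, and the form of the GO test only after a first result had been seen. No paired analysis was possible because the table holds only group means. For the same reason limma, edgeR, NOISeq computed from the libraries, fits that leave out a replicate and a replicate block were not run, and KEGG pathway enrichment was not run because the table names no pathways.

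The number of called genes was 54. It was 30 with a fold above 2, 140 with a probability of at least 0.7 and 3 with a probability of at least 0.9. It therefore rests most on the probability threshold, and a stricter fold threshold lowered it as well. The other 5 alternatives, among them the exclusion of genes at 0.01 (50 genes), gave 48 to 54 genes. Dropping the fold threshold could not change the number, since every gene past the probability also passed the fold. Rescaling CUMS to a median log2 ratio of 0 left 53 genes, but kept the deposited probability and so tested the fold alone. Calls lower in CUMS made up 77.4% to 81.6% over these 5 alternatives, against 77.8%.

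The share of genes lower in CUMS, 53.4%, was 52.4% among genes of at least 5 RPKM in either group, 54.7% after rescaling CUMS to an equal total (a shift of -0.0076 in every log2 ratio) and 50.8% after rescaling to a median log2 ratio of 0 (a shift that removes the median of -0.015). It was 53.3% among genes of at least 0.5 RPKM in both groups. The share therefore depends on the scaling, and near 50% after centring is what the centring itself gives.

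For the 22 gene lists, 152 values under alternatives were computed. Of these, 70 could not move, because all genes were centred together or the setting changed no member. Of the other 82, 73 kept their direction and their side of the percentile limits. Astrocyte genes moved inside the central range without genes listed by the study (-0.030). The genes removed had all fallen, which by itself draws the median towards 0. The second olfactory bulb list lay inside it over genes of at least 5 RPKM (-0.24) and after the correction for GC content and gene length (-0.20), and over members of any value (-0.29). With genes of at least 5 RPKM, the dentate gyrus list lay above the range (0.29, 2 genes), and the direction was reversed for migrating neuroblast genes (0.046, 2 genes) and for thalamus genes (0.25, 1 gene). Over members of any value, the direction was reversed for cerebellum genes (-0.39, 6 genes) and thalamus genes (0.021, 8 genes). The cause was not tested. Neutrophil and choroid plexus genes had no member at 5 RPKM and gave no value there.

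The enrichment gave 4 GO terms, 2 with the 35 called genes that fell, and 0 with a fold above 2, where 63 terms had an unadjusted p under 0.05. Both other backgrounds gave 4 terms. For the 29 genes named from the calls and from the study, 38 of the calls under alternatives were lost and 179 were as before. Most of these 179 could not be lost. Dropping the fold threshold and a probability of at least 0.7 only loosen the call. The expression minima and the exclusion of genes at 0.01 left genes out and kept the calls of the rest. All lost calls came from a fold above 2, a probability of at least 0.9 or the rescaling to a median log2 ratio of 0. Depth limits S100a5, S100a8, Gm20878 and Gm21586, which rest on 15 to 29 fragments over all libraries.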

Other observations

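The tests of interneuron loss, of genes listed by the study, of reads shared between copies, of blood and vascular tissue and of the time of day were chosen only after the result was seen. In addition, a percentile nearer to a limit than the sampling error of the random lists (0.312), and the sums over gene copies or overlapping genes, were treated as undecided, and both rules were set after the values were known. The tests of interneuron loss and of the time of day are also treated as undecided, for the reasons given below.

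Genes of regions outside the neocortex were lower in CUMS, and excitatory neuron genes of the neocortex were higher. A candidate explanation is that the control samples held a larger share of tissue from neighbouring regions. A second olfactory bulb list, with no gene of the first and written before its values were examined, had a median log2 ratio of -0.25 with 6 of 6 genes lower. Its percentile was 2.48, at the limit itself, and leaves the question of olfactory tissue undecided. Lists for neuroblasts of the rostral migratory stream (percentile 10.3), olfactory sensory neurons (23.6), cerebellum (75.6), thalamus (25.0) and dentate gyrus (95.7) lay inside the central range. A shift of every region-specific gene, or of neuroblasts, was therefore not detectable from the medians. These lists held 3 to 8 genes each, and those for cerebellum, thalamus and neuroblasts changed direction with the choice of members. In the neuroblast list 6 of 8 genes were lower. The counting intervals of Dcx, Igfbpl1 and Dlx6as1 lay under 0 and that of Nrep lay above 0. A smaller share of neuroblasts in CUMS is therefore not excluded. The median of the olfactory sensory neuron list hides a split. Its 4 members whose counting interval excluded 0 all fell, Stoml3 (10 to 1 fragments), Rtp1 (12 to 1, under the expression limit of the list), Ano2 (110 to 67) and Adcy3 (1720 to 1528), while the intervals of Gng8 and Cnga4, which rose, and of Cnga2 included 0. This was looked at only after the list had been tested, and the intervals cover counting error only. A smaller share of sensory axons in CUMS is therefore not excluded. The first olfactory bulb list stayed at percentile 0 after centring within bins of GC content and gene length, and at percentile 0 without the genes that the study lists. Depth was near equal, with a ratio of 0.992. Omp, a gene of olfactory sensory neurons that was picked after its values were seen and is not in the list of those neurons, was 1.505 RPKM in control (49 fragments) and listed at 0.01 in CUMS. The list of those neurons was therefore tested without this gene.

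The fall of GABA genes bears on the same question. Gad1, Gad2 and Slc32a1 had a median log2 ratio of -0.78, whereas Pvalb, Sst and Vip had a median of 0.19 and the cortical interneuron list had a percentile of 75.1. Members of that list moved both ways, with 5 of 12 lower, among them Lhx6 at -0.43. Excitatory neuron genes of the neocortex rose by a median of 0.31, so that an interneuron list near 0 does not exclude a loss of interneurons relative to neocortical tissue. A lower share of GABA neurons from striatum, septum or olfactory bulb in the CUMS samples could give this combination, as could a lower expression of the GABA genes within cortical interneurons, and the group means do not separate these. A change caused by stress cannot be told apart from unequal dissection here. The study also reported Gad1 and Slc6a11 as lowered in qRT-PCR. It states that this was run on the tissues of the sequencing, so that it would share a difference in dissection between the groups. Of 42 called genes that were lower, 15 were in the olfactory bulb, septum and hypothalamus or striatum lists. These lists were written after the paper had been read, so that this overlap is not independent of the calls. Another 19 were in none of these lists and not in the immediate early or myelin lists. Whether unequal dissection lowered them was not tested. The same holds for the immediate early genes (median log2 ratio -0.64, 16 of 17 lower). Values for the single libraries would show whether 1 control library carries the regional genes.

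Several calls at the extremes concern genes with close copies or overlaps. For Tmem254a, Tmem254b and Tmem254c together the log2 ratio of summed fragments was 0.25 (205 in control and 243 in CUMS). Tmem254b rose from 82 to 208 fragments and Tmem254c fell from 115 to 21, so that the gain exceeded the loss. A sum over copies that moved in opposite directions does not separate reads that moved between them from opposite changes of both. For Cers1 and Gdf1 the summed ratio was 0.078, but a change of Cers1 alone would have moved it by no more than -0.12, so that the sum decides nothing. The gain of Gdf1, from 2175 to 2501 fragments, exceeded the 194 fragments that Cers1 lost. For the family of Gm20878 and Gm21586, with their identical values counted once, the summed ratio was 0.32 and is equally undecided, since that value alone would have given 0.15. In that family Gm13308 went from 28.6 to 15.1 fragments while Gm20878 went from 0 to 14.8. The called genes at the floor are absent from the list of changed genes in the study, although its pathway results name Gm20878 and Gm21586.

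Blood cell genes were higher in CUMS. The globin genes Hba-a1, Hba-a2, Hbb-b1 and Beta-s together had a log2 ratio of 0.81 (3092 and 5415 fragments), and their sum is less affected by reads moved between these copies. Neutrophil genes without S100a8 had a percentile of 99.98 over 3 genes. With values under 3 fragments raised to 3 fragments, their median log2 ratio was 2.20. In contrast, vascular and meningeal genes had a percentile of 11.3. More residual blood in the CUMS samples may explain the rise of both cell types, and more vascular tissue was not seen. The neutrophil genes rose by more than the globin genes, whereas a larger share of the same blood would raise both alike. The neutrophil control values were under 3 fragments, so that this difference does not decide the question. A rise of blood cell RNA through stress was not tested and cannot be excluded.

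Nr1d1 and Gm129 were called higher in CUMS, and both are clock genes. A difference in the time of day of sampling might have produced this. The other 8 genes listed as peaking with Nr1d1 had a median log2 ratio of 0.02. Their percentile was 65.3, which does not show a general shift. Whether all of them peak at the same hour was not checked, so that a median near 0 does not exclude a shift. Members moved both ways with counting intervals that excluded 0. Dbp (0.46) and Nr1d2 (0.16) rose, and Tef (-0.08), Per2 (-0.17) and Per3 (-0.13) fell. After the correction for GC content and gene length the whole list was at percentile 96.5, and over members of at least 5 RPKM it was at 84.0. Clock genes of the opposite phase were lower in 5 of 6 genes (percentile 16.8), among them Nfil3 at -0.63 and Cry1 at -0.46. Their percentile was 3.11 over members of at least 5 RPKM and 27.4 after the correction for GC content and gene length. A shift in time of day is thus neither shown nor excluded. The stressors that the study lists include circadian disturbance. An effect of that stressor on clock genes was not tested and cannot be told apart from the time of sampling here.

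The estimated depth here was 7535795 fragments per control library. That is lower than the number of reads quoted from the study above. Paired reads outnumber fragments and only uniquely aligned reads were counted, which accounts for a part of the difference. The rest was not resolved.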
